A study of Mus musculus with 6 samples. Its data were reported in "Canonical NF-κB signaling maintains corneal epithelial integrity and prevents corneal aging via retinoic acid" (2021).

How the data were processed

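RNA was extracted from the separated corneal epithelium of 6-month-old C57BL/6 mice, 3 labelled wild type (WT) and 3 labelled Rela knockout (KO), each library from a different biological sample. According to the study's methods, ribosomal RNA was depleted and short single-end reads were sequenced on a BGI instrument, whereas the labels name an Illumina library kit and protocol. The authors filtered reads with SOAPnuke, aligned them to the mouse genome with Bowtie2 and estimated gene levels with RSEM. The deposited table gives for each of 17866 protein-coding genes the estimated counts of RSEM, FPKM and TPM per library, and its gene coordinates are those of GRCm38. RSEM shares reads that fit several genes among them, so between 30.4% and 32.3% of a library's estimated counts were not whole numbers. The deposited FPKM values divide the estimated counts by effective gene length and library total, and the deposited TPM values were used only to check that they sum to 1000000 in each library. The authors also deposited the log2 fold changes and adjusted p-values of their own DESeq2 comparison, where positive values are higher in KO. GO process terms came from the same table, and 17066 genes carried at least 1. All 18 per-library columns matched a labelled sample. A single symbol, Plin2, had 2 rows, which were kept apart by gene identifier.

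Groups came from the titles and genotype labels. Estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, glmQLFit and glmQLFTest with genotype as the only term), with Benjamini-Hochberg adjustment over the 13305 genes tested. Standard errors were taken as the absolute log2 fold change divided by the square root of F. The count of calls was taken at an adjusted p of 0.05 and at the study threshold (adjusted p of 0.001 or less, fold change of at least 2). CPM values were scaled by the TMM factors, which lay between 1.01 and 1.05 for WT and 0.952 and 0.990 for KO. Fold changes against a group at or under 3 counts in every library are given as lower bounds, with the mean of the other group set against 3 counts. For lists of genes fixed before the data were examined, partly taken from the study's own figures, p-values were also adjusted over the list alone. The share of keratin counts was compared by a two-sided exact permutation test (scipy 1.17.1). Over-representation used a hypergeometric test over terms with at least 10 tested genes, at an adjusted p of 0.01. The genes named were Rela, members of the fixed lists, and the 5 largest rises and 5 largest falls in log2 fold change among genes at the study threshold whose 3 KO values all lay beyond the 3 WT values and whose mean count was at least 100 in the higher group. Some genes named in the closing observations were chosen after their values were seen, and this is said there.

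The same replicate numbers occur in both genotypes because the titles count 1 to 3 in each, and the animals were different. The fit with the replicate number as a block was run as an alternative. The other alternatives were DESeq2 1.42.0, RLE factors, total counts only, TMM without the 20 genes of highest mean count, no filter on low counts, a mean count of at least 50, robust dispersion, glmTreat, limma 3.58.1 with a trend on log2(FPKM + 1) and log2(FPKM + 0.1), a correction for gene length, leaving out each library in turn, and for GO terms a wider background, camera with an inter-gene correlation of 0.01, and 10000 random lists matched on length and mean expression. Gene length was the effective length implied by counts and FPKM. For the length correction, log counts less their mean over libraries were fitted on log length by a loess curve per library. The curve was entered as an offset in place of the TMM factors. This fit therefore also changed the scaling, and the median log2 fold change was shifted by 0.094. A GC correction of the same form, with the GC content of the longest GENCODE M21 transcript for 98.0% of tested genes, and 100000 random lists were added after seeing the data. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

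The tests were tried on simulated data. Counts of 13305 genes were drawn for both groups from the mean levels of the WT libraries and the totals of all libraries. Of these genes, 200 were changed by known folds, as many up as down. edgeR recovered 87% of the genes changed 4-fold and 78% of those changed 2-fold at an adjusted p of 0.05, and called 18 unchanged genes (0.14%). The 0.14% is a share of the unchanged genes, not of the genes called. With a simulated length trend edgeR called 82 unchanged genes, and 12 after the length correction. In the data 62.0% of the tested genes were called at an adjusted p of 0.05. The simulation therefore does not show the error rate or the scaling when so many genes change. In addition, 4 symbols of the fixed lists (Lyve1, Vegfc, Ccl20 and Xist) and Kera of the keratocyte list, which was written later for the closing observations, were not analysed here. The values of a further listed gene and of a process term are not reported here. Read-level quality, exon usage and strand were not analysed here. Whether the counting used strand is not stated, so overlapping and antisense genes may share reads.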

Results

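The data were 6 bulk RNA-seq libraries of corneal epithelium from C57BL/6 mice at 6 months of age. The labels named 3 of them wild type (WT) and 3 Rela knockout (KO). In the study, Rela, which encodes the p65 subunit of the transcription factor NF-κB, was removed from K14-expressing epithelial cells by crossing a floxed Rela allele to Krt14-Cre. The table held 17866 protein-coding genes, each with an estimated read count in every library. Totals were 20726296, 20791782 and 20874700 counts in the WT libraries and 20744913, 20158404 and 20880347 counts in the KO libraries. At this depth a floor of 3 counts corresponded to between 0.137 and 0.152 CPM, the normalized count scaled to a library total of 1000000. Intervals and floors of this kind cover counting error only, because PCR copies were not told apart from independent molecules. The coefficient of biological variation within a group was 14.6% for WT and 16.2% for KO.

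The targeted gene was examined in every library as a check on the labels. Rela (gene 19697, GRCm38 chromosome 19, positions 5635891 to 5649631, plus strand) had 1871, 1844 and 1855 counts in the WT libraries and 318, 223 and 313 counts in the KO libraries. Its normalized level was 86.4 ± 1.21 CPM in WT and 14.3 ± 2.71 CPM in KO (mean ± SD, n = 3 per group), so that 16.5% of the WT level was left. The log2 fold change was -2.60 (SE 0.141, adjusted p = 2.74e-06, edgeR quasi-likelihood test). The drop was larger than the spread between replicates, and no KO library overlapped a WT library. Over 17 alternative fits the log2 fold change lay between -2.69 and -2.45. The counts are sums over the whole gene, so which exons the remaining reads came from was not analysed here.

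To measure how far the epithelial transcriptome differed between genotypes, 13305 genes with enough counts were tested. In a principal component analysis of these genes, the first component carried 90.3% of the variance and separated the genotypes, while the next component carried 3.09%. In total 8252 genes (62.0%) differed at an adjusted p of 0.05, of which 4231 were higher and 4021 lower in KO. This balance depended on the scaling, since total counts without composition factors gave 3709 higher and 4629 lower genes. At the study threshold, an adjusted p of 0.001 or less with a fold change of at least 2, there were 2640 genes, 1544 of them higher and 1096 lower in KO. The choice that moved this count most was a test of each gene against the fold of 2 itself (edgeR glmTreat), which left 762 higher and 328 lower genes. Among the genes at the study threshold, 500 were at least 16-fold higher and 47 at least 16-fold lower. For 260 of the higher genes every WT library was at or under 3 counts, so their log2 fold changes depended on the small count that edgeR adds and gave only a lower bound on the change. In the authors' deposited table, a DESeq2 comparison of the same libraries listed 1869 higher and 1254 lower genes at this threshold, and 2618 of the 2640 genes found here were among them with the same direction.

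**Figure D1:**
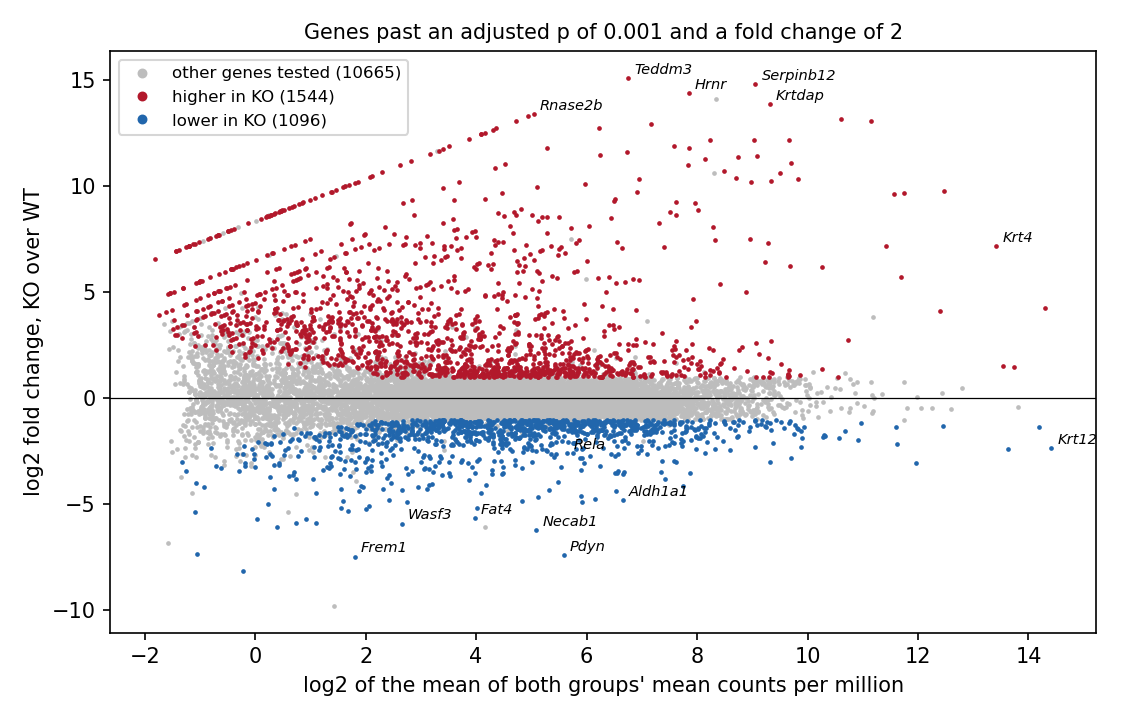
Each point is one of the 13305 genes tested, with the log2 of its mean level over both groups (CPM) on the horizontal axis and its log2 fold change of KO over WT on the vertical axis. Red points are the 1544 genes higher and blue points the 1096 genes lower in KO at the study threshold, grey points are the other genes, and the straight upper rows of red points are genes with next to no counts in WT.

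The genes with the extreme changes were taken by a rule set before the data were examined, which asked for no overlap between the groups and a mean count of at least 100 in the higher group. The 5 largest rises were in Teddm3, Serpinb12, Hrnr, Krtdap and Rnase2b. Serpinb12 (gene 71869, chromosome 1, positions 106934449 to 106957080) had 0, 2 and 0 counts in WT and 22631, 27619 and 13301 counts in KO, which was at least 7624-fold higher. Krtdap (gene 64661, chromosome 7, positions 30787905 to 30791083) had 0, 4 and 1 counts in WT and 24696, 28257 and 23227 counts in KO, with a log2 fold change of 13.90 (SE 0.369, adjusted p = 1.26e-07, edgeR). Teddm3 was at least 1538-fold, Hrnr at least 3300-fold and Rnase2b at least 472-fold higher in the mean of the KO libraries. The KO counts of Hrnr were widely spread, at 16714, 6834 and 3879. The estimated counts of Teddm3 and Rnase2b were not whole numbers, so reads were shared with other loci and their levels are uncertain. The 5 largest falls were in Frem1, Pdyn, Necab1, Wasf3 and Fat4. Pdyn (gene 18610, chromosome 2, positions 129686549 to 129699938) fell from 95.5 ± 3.92 CPM in WT to 0.569 ± 0.223 CPM in KO (mean ± SD, n = 3 per group), with a log2 fold change of -7.38 (SE 0.191, adjusted p = 1.21e-07, edgeR). Frem1 was at least 46.1-fold lower, with 92, 52 and 300 counts in WT and 0, 0 and 2 in KO. Necab1, Wasf3 and Fat4 had log2 fold changes of -6.23, -5.90 and -5.67. These 10 genes kept their direction and an adjusted p under the threshold of 0.05 in the 17 alternative fits.

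The next comparison addressed whether corneal or epidermal genes were expressed in the mutant epithelium. All 6 corneal genes of a list fixed beforehand were lower in KO, both when adjusted over all genes and when adjusted over the list alone, with log2 fold changes from -3.04 to -1.41. All 6 were also called under each alternative tried. Krt12 (gene 268482, chromosome 11, positions 99415664 to 99422593), the keratin of corneal epithelium, went from 36537 ± 1060 CPM in WT to 7121 ± 1362 CPM in KO (mean ± SD, n = 3 per group), a log2 fold change of -2.36 (SE 0.174, adjusted p = 1.29e-05, edgeR). The KO libraries thus still held 109690, 154911 and 161317 counts of Krt12. Pax6 (gene 18508, chromosome 2, positions 105668896 to 105702583), a transcription factor of the eye, had a log2 fold change of -1.54 (SE 0.098, adjusted p = 5.93e-06, edgeR) and 34.4% of its WT level was left. Aldh3a1, Tkt, Slurp1 and Upk1b had log2 fold changes of -2.38, -3.04, -1.89 and -1.41.

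All 15 keratins of a list taken from the study were higher in KO at an adjusted p of 0.05, again under both adjustments, with log2 fold changes from 0.79 to 11.60. The study had drawn this list from the same libraries, so the count adjusted over the list alone shows no stability. Under several alternatives 14 of the 15 were called. Krt1 (gene 16678, chromosome 15, positions 101845426 to 101850786), a keratin of epidermis, had 167, 159 and 162 counts in WT and 203120, 55117 and 101697 counts in KO. Its log2 fold change was 9.64 (SE 0.571, adjusted p = 4.21e-06, edgeR). Krt10 (gene 16661, chromosome 11, positions 99385254 to 99389699) rose from 8.43 ± 1.88 to 6879 ± 603 CPM (mean ± SD, n = 3 per group), with a log2 fold change of 9.67 (SE 0.240, adjusted p = 1.14e-07, edgeR). In the KO libraries Krt13 stood at 38249 ± 6643 CPM and Krt4 at 21746 ± 1189 CPM (mean ± SD, n = 3), which were 19.4-fold and 146-fold higher than in WT. Krt24 was at or under 3 counts in each WT library and at least 1516-fold higher in the mean of the KO libraries. Its KO counts of 7720, 4412 and 459 were widely spread, so the bound does not hold for each KO library. Krt14 rose 17.7-fold, from 579 ± 523 CPM. This WT mean was raised by WT replicate 2, with 25395 counts beside 5207 and 6712. The log2 fold change of Krt14 was 4.15, and 5.21 without that library. Krt16 had the adjusted p nearest to the threshold, 0.0479 with a log2 fold change of 3.86 (SE 1.47), because WT replicate 2 held 18787 counts beside 209 and 360 counts in the other WT libraries. The call for Krt16 was lost in 9 of 17 alternative fits. Of the 15 keratins, 11 had counts that were not whole numbers, and the levels of Krt6a and Krt6b, and of Krt14, Krt16 and Krt17, are uncertain to the extent that reads were split among these similar genes.

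Genes whose symbol starts with Krt took 8.61% ± 0.467 of all counts in WT and 14.4% ± 0.879 in KO (mean ± SD, n = 3 per group). The groups did not overlap, and the two-sided exact permutation test gave p = 0.1, the smallest value that 3 samples against 3 allow. Restricted to the 15 listed keratins, the share was 1.73% ± 0.267 in WT and 12.4% ± 0.990 in KO (n = 3 per group).

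Of 15 genes of the cornified envelope and the upper epidermis, 12 had enough counts for a test. The 3 untested genes stayed low in KO, with 18, 7 and 5 counts of Flg2, 3, 1 and 2 of Krt2 and 6.52, 5.05 and 4.06 of Krt77. In each WT library Flg2 and Krt2 had 0 counts, while Krt77 had 9.14, 4.05 and 9.56. Adjusted over all genes or over the list alone, 10 of the 12 tested genes were higher and 1 lower in KO. Lor (loricrin) had 5, 35 and 9 counts in WT and 60349, 17282 and 21709 counts in KO, a log2 fold change of 11.09 (SE 0.831, adjusted p = 1.4e-05, edgeR). Flg (filaggrin) had 38492, 5709 and 6826 counts in KO and at most 12 counts in any WT library. Tgm3 had a log2 fold change of 10.63 (SE 0.520, adjusted p = 1.78e-06, edgeR). The spread among KO libraries was wide for these genes, with an SD of 945 CPM around a mean of 859 CPM for Flg. Ivl (involucrin) was lower, with a log2 fold change of -0.60 (SE 0.207, adjusted p = 0.0333, edgeR), and lost its call in 4 of 17 alternative fits. Dsg1a did not pass (adjusted p = 0.169, edgeR).

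**Figure D2:**
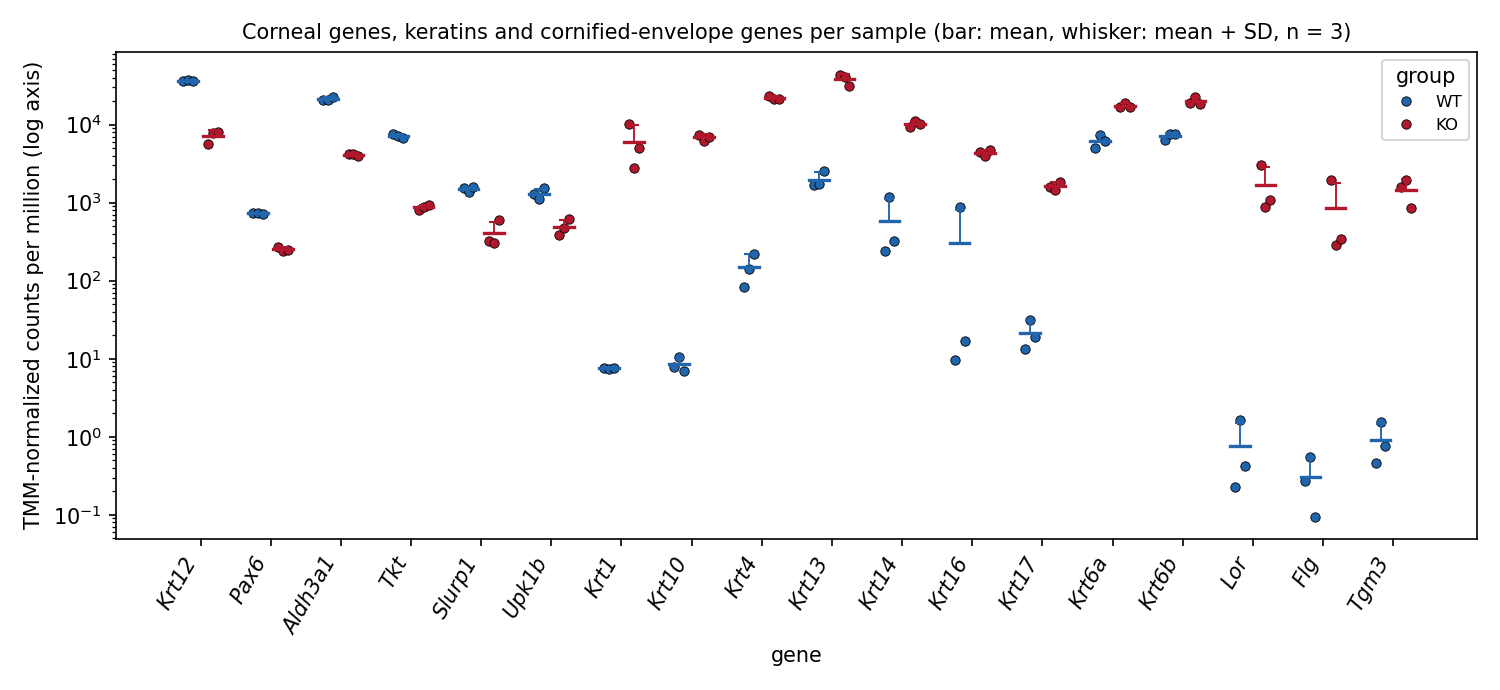
Normalized CPM of 6 corneal genes, 9 keratins and 3 cornified-envelope genes on a log axis, with 1 point per library, blue for WT and red for KO, a horizontal bar at the mean and a whisker up to the mean plus the SD (n = 3 per group). The 6 corneal genes on the left lie lower in every KO library than in any WT library, the keratins and cornified-envelope genes lie higher, and WT replicate 2 stands above the other WT libraries for Krt14 and Krt16.

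The retinoic acid genes that the study plotted in younger mice were compared next, here at 6 months of age. The values therefore do not repeat the study's comparison at the younger age. Of 11 genes, 10 had enough counts, and 7 differed at an adjusted p of 0.05 under both adjustments, 3 of them higher and 4 lower in KO. Aldh1a1 (gene 11668, chromosome 19, positions 20492174 to 20643462), which encodes an enzyme that makes retinoic acid, fell from 195 ± 58.6 CPM in WT to 6.91 ± 3.23 CPM in KO (mean ± SD, n = 3 per group), a log2 fold change of -4.81 (SE 0.357, adjusted p = 1.34e-05, edgeR). Aldh1a3 (gene 56847, chromosome 7, positions 66390892 to 66427477), another enzyme of this step, rose from 193 ± 34.0 to 408 ± 54.8 CPM (mean ± SD, n = 3 per group), a log2 fold change of 1.08 (SE 0.156, adjusted p = 4.53e-04, edgeR). Aldh1a2 was at or under 3 counts in all 6 libraries and was not detectable at this depth. The receptor genes Rara and Rarg were lower, with log2 fold changes of -0.93 and -0.75. Rarb, Rxra and Rxrb did not pass (adjusted p of 0.0819, 0.5 and 0.834, edgeR). The groups overlapped for Rxra and Rxrb, and the sign of their log2 fold changes depended on the scaling. With the length correction, which also replaced the TMM factors, Rxra was called higher (log2 fold change 0.29, adjusted p = 0.0458, edgeR). Rdh10 was higher, with a log2 fold change of 1.06, and Dhrs3 was lower, with -0.50. The adjusted p of Dhrs3 was 0.0108 in edgeR and 0.0513 without WT replicate 3.

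**Figure D3:**
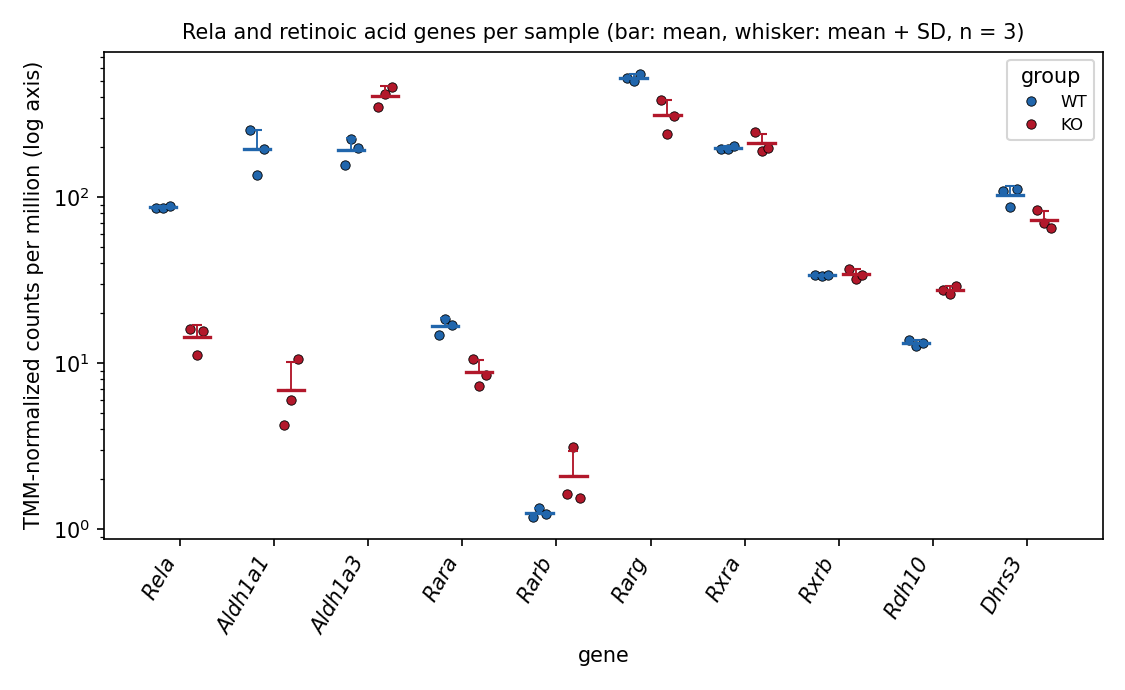
Normalized CPM of Rela and 9 retinoic acid genes on a log axis, with 1 point per library, blue for WT and red for KO, a bar at the mean and a whisker up to the mean plus the SD (n = 3 per group). Aldh1a1 lies lower in every KO library (6.91 CPM on average against 195), Aldh1a3 lies higher (408 against 193), and Rxra and Rxrb overlap between the groups.

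Genes of the stromal, vessel and immune proteins that the study stained were measured in the same libraries. All 5 that were tested were higher in KO under both adjustments. Their counts were low, between 14 and 331 per KO library. Vim had 13, 29 and 16.3 counts in WT and 170, 159 and 288 counts in KO, a log2 fold change of 3.51 (SE 0.353, adjusted p = 6.41e-05, edgeR). Ptprc, which encodes CD45, had a log2 fold change of 3.69 (SE 0.332, adjusted p = 3.63e-05, edgeR). Acta2, S100a4 and Pecam1 had log2 fold changes of 2.84, 3.10 and 2.54. The Pecam1 value, for the gene of CD31, rested on 1, 3 and 4 counts in WT and 15, 14 and 16 counts in KO. Of the vascular growth factors, Vegfb was lower, with a log2 fold change of -1.15 (SE 0.141, adjusted p = 1.86e-04, edgeR), and Vegfd was higher, with 2.02 (SE 0.329, adjusted p = 8.68e-04, edgeR). Vegfa passed with an adjusted p of 0.0424 in edgeR, but WT replicate 2 overlapped the KO libraries and the call was lost in 7 of 17 alternative fits. Lyve1 and Vegfc were not analysed here.

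Proliferation was compared through 9 cell cycle and progenitor genes. Of these, 7 were higher in KO under both adjustments, with log2 fold changes from 0.92 to 1.66. Mki67, which encodes the Ki67 antigen, had 2436, 2964 and 2393 counts in WT and 4715, 5323 and 4898 counts in KO, a log2 fold change of 1.05 (SE 0.111, adjusted p = 8.51e-05, edgeR). Ccnb1 had a log2 fold change of 1.66 (SE 0.120, adjusted p = 1.18e-05, edgeR). Pcna (log2 fold change 0.19, adjusted p = 0.425, edgeR) and Trp63 (0.03, SE 0.106, adjusted p = 0.797, edgeR) did not pass. The sign for Trp63 depended on the scaling and that for Pcna on the length correction. Without WT replicate 2, Pcna was called higher (log2 fold change 0.46, adjusted p = 0.0256, edgeR).

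For NF-κB subunits and target genes, 13 genes were tested and 9 differed, 5 higher and 4 lower in KO, under both adjustments. Besides Rela, Nfkb2, Tnfaip3 and Tnf were lower, with log2 fold changes of -0.63, -0.94 and -1.47, and the groups overlapped for Tnfaip3 and Tnf. Icam1 (3.76), Il1b (4.99), Cxcl2 (2.63), Nfkbia (0.63) and Nfkbie (0.77) were higher. Ptprc was also higher in KO, so which cells of the bulk libraries these reads came from was not settled. Icam1 had 9, 16 and 24 counts in WT and 233, 186 and 203 in KO (SE 0.299, adjusted p = 1.9e-05, edgeR), and Il1b had 8, 3 and 5 counts in WT and 52, 241 and 190 in KO (SE 0.660, adjusted p = 2.82e-04, edgeR). The other subunit genes Nfkb1, Rel and Relb did not pass (adjusted p of 0.709, 0.283 and 0.129, edgeR), nor did Birc3 (adjusted p = 0.0789, edgeR). The sign for Nfkb1 depended on the scaling, while Relb was called in 1 and Birc3 in 2 of 17 alternative fits. Nfkbie and Tnfaip3 had adjusted p-values of 0.0437 and 0.0425 in edgeR, and their calls were lost in 9 of 16 and 6 of 17 alternative fits. The call for Tnf was lost in 3 of 17 fits. Ccl20 was not analysed here. Egfr mRNA fell to 51.2% of the WT level (log2 fold change -0.97, SE 0.089, adjusted p = 4.12e-05, edgeR), and Stat3 had a log2 fold change of -0.33 (SE 0.090, adjusted p = 0.0128, edgeR) whose call was lost in 2 of 17 alternative fits, with the length correction and without WT replicate 3. The EGFR ligand genes Areg and Ereg were higher, with log2 fold changes of 1.54 and 1.10, while Hbegf and Tgfa did not pass (adjusted p of 0.176 and 0.0843, edgeR). Hbegf was called higher in 1 and Tgfa in 2 of 17 alternative fits.

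Gene Ontology process terms were then tested for over-representation among the genes at the study threshold, against the 12888 tested genes that carry a term. Of the 10 terms that the study plotted for higher genes, 3 passed an adjusted p of 0.01. Keratinocyte differentiation had 43 genes where 8.8 were expected (adjusted p = 2.55e-18, hypergeometric test with Benjamini-Hochberg adjustment over 2183 terms), epidermis development had 38 where 8.2 were expected (adjusted p = 4.83e-15), and keratinization had 22 where 4 were expected (adjusted p = 3.86e-10). In all, 29 of 2183 terms passed among the higher genes, and the lowest p was for peptide cross-linking, with 37 genes where 5.3 were expected. Cell cycle (49 genes, 66.5 expected) and translation (22 genes, 33.5 expected) did not pass. When the list was widened to every gene higher at an adjusted p of 0.05, 6 of the 10 terms passed, now including translation with 194 of 290 genes (adjusted p = 6.74e-32), rRNA processing and ribosome biogenesis. Of the 10 terms plotted for lower genes 0 passed, and 4 of them had an unadjusted p under 0.05. Of all 2183 terms 0 passed among the lower genes, while 169 had an unadjusted p under 0.05.

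Genes higher in KO at the study threshold had a median length of 2492 bases and those lower 3563 bases, beside 2855 bases for all tested genes. Across genes, which are not independent replicates, the Spearman correlation of the log2 fold change with length was -0.207. After a correction for length, 2426 genes passed the study threshold, and 85.5% of the 2640 genes kept their call and direction.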

Values the study reported

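The study called a gene differentially expressed at an adjusted p-value of 0.001 or less together with a fold change of 2 or more. Its RNA-seq used 3 biological samples per genotype.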

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

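The alternatives were chosen before the data were examined, except the GC correction and the 100000 random lists, which were chosen after seeing the data. Over 13 alternatives that kept all 6 libraries, the number of genes at an adjusted p of 0.05 lay between 7100 and 8709, against 8252. Across the 6 fits that each left out a replicate it ran from 7283 to 8144. At the study threshold the 6 fits gave from 1832 to 2429 genes, against 2640, and among fits that kept all libraries DESeq2 gave 3127, limma on log2(FPKM + 1) gave 1915 with 69.4% of the 2640 calls kept, and the filter on a mean count of 50 gave 2188 with 81.6% kept. The lowest count was that of glmTreat, which tests each gene against a fold of 2 and gave 1090 genes (69.9% of them higher, against 58.5%), all of which were also called with the same direction without it. Total counts without composition factors shifted the median log2 fold change by -0.094 and lowered the higher share at the study threshold from 58.5% to 52.1%. At an adjusted p of 0.05 they gave 3709 higher and 4629 lower genes, and limma gave 3740 and 4642 with log2(FPKM + 1) and 3757 and 4633 with log2(FPKM + 0.1), against 4231 and 4021.

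The replicate numbers did not pair the libraries. The correlation of the deviations of same-numbered libraries from their group means was 0.028 on average (0.034, -0.010 and 0.061), and that of other pairs was -0.014. With the replicate block, 8082 genes passed an adjusted p of 0.05 and 2265 the study threshold, the Rela log2 fold change was -2.61, and the numbers of listed genes called were 15 keratins, 6 corneal, 10 cornification, 7 retinoic acid, 5 stroma, vessel and immune, 7 proliferation and 7 NF-κB genes. With the block, 3 of the study's higher terms and 0 of its lower terms passed. With the block and the length correction together, 2010 genes passed the study threshold.

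Keratin calls ranged from 14 to 15, corneal calls were 6 throughout, cornification calls ranged from 10 to 13, retinoic acid calls from 6 to 8, stroma, vessel and immune calls from 4 to 5, proliferation calls from 7 to 8 and NF-κB calls from 6 to 9 over all fits. The NF-κB count was 6 without WT replicate 3 and without KO replicate 1, where Nfkbie, Tnfaip3 and Tnf lost their calls. The 1 keratin call that was lost was Krt16. Leaving out WT replicate 2 gave Krt16 a log2 fold change of 8.36 with an adjusted p of 1.52e-06, while over its alternatives the adjusted p ran from 1.52e-06 to 0.17. The Rela log2 fold change ran from -2.69 to -2.45 across the 6 fits without a replicate.

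The difference in keratin share was 5.78 percentage points. It was 10.6 with the 15 listed keratins only, which leave out Krt12, whose share of counts was 3.78% in WT and 0.69% in KO, a change of -3.09 points, and the other keratins outside the list, which together changed by -1.78 points. As a share of summed FPKM it was 4.03, where the cause was not tested. Without each replicate in turn it ran from 5.51 to 6.28.

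For the study's terms among higher genes, 3 passed, and 6 passed with the genes at an adjusted p of 0.05, 4 with all annotated genes as background, 4 with camera and 3 with the length correction. Against 10000 matched random lists 0 passed, because the smallest p such lists can give, 1e-04, is not small enough for an adjusted p of 0.01 over 2183 terms here. With 100000 lists, whose smallest p is 1e-05, 3 passed. Without each replicate in turn 3 passed. For the terms among lower genes, 0 passed, and 1 passed with the genes at an adjusted p of 0.05 (regulation of transcription) and 1 with all annotated genes as background, where the cause was not tested. Across the 6 fits without a replicate it was from 0 to 1.

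Of 94 named genes besides Rela, 68 kept their direction and their side of the threshold in each of the up to 17 fits without the block in which they could be tested. Of the others, 11 lost their call in at least 1 fit, 10 gained one with the same sign and 7 changed sign, and some did more than one of these. Of the values with a changed sign, that of Serpina3n without WT replicate 2 passed the threshold. The values of reversed sign were near 0 except for Serpina3n. With total counts only, the log2 fold changes became -0.002 for Rxra, -0.071 for Rxrb, -0.062 for Trp63, -0.055 for Nfkb1 and -0.008 for Cd68. With limma on log2(FPKM + 1) they became -0.010, -0.080, -0.124, -0.054 and -0.020 for the same genes, and with log2(FPKM + 0.1) -0.011, -0.085, -0.125, -0.056 and -0.021. These settings shifted the median of all genes by -0.094, -0.094 and -0.099, which is at least as large as the log2 fold changes of these 5 genes. The length correction gave -0.002 for Pcna and -0.107 for Cd68, and -0.119 for Cd68 with the replicate block added. Without KO replicate 1, Rxra was -0.029, Rxrb -0.033 and Nfkb1 -0.001. Without WT replicate 3, Trp63 was -0.040, and without KO replicate 3, Cd68 was -0.033. Across the 6 fits without a replicate, the log2 fold change ran from -0.029 to 0.169 for Rxra, from -0.033 to 0.072 for Rxrb, from -0.040 to 0.101 for Trp63, from -0.001 to 0.084 for Nfkb1, from -0.033 to 0.222 for Cd68 and from -0.96 to 3.32 for Serpina3n. For the reversals under the length correction and without a replicate, the cause was not tested. Serpina3n, named after its values were seen, had a log2 fold change of -0.43 that became 0.52 and 1.23 with limma at the 2 pseudocounts, 1.02 with the replicate block, 1.00 with the block and length correction, and 3.32 (adjusted p = 1.87e-04 in edgeR, in a range from 1.87e-04 to 0.881 over its alternatives) without WT replicate 2, which held 636 counts against 18 and 15 in the other WT libraries.

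Depth limited the genes near the floor. For 15 genes lower at the study threshold every KO library was at or under 3 counts, as every WT library was for 260 higher genes, so the size of these changes is bounded on 1 side only.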

Other observations

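The tests on WT replicate 2 (except that of Atf4 target genes) and on goblet cell genes, the GC correction, and the use of 100000 random lists, were chosen only after the results were seen. The tests on short-gene families, Atf4 target genes and ribosome terms were added after the first results, and like the remaining tests they were fixed before the values they measure were seen.

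With 6 libraries in groups of 3 there are 10 splits, and 4 of them part all 3 same-numbered pairs. The labelled split was the only 1 of these 4, and of the 10, to give as many genes at an adjusted p of 0.05, as many at the study threshold, as large a Rela change, as many calls in the keratin, corneal, cornification, retinoic acid, stroma, vessel and immune, proliferation and NF-κB lists, or as many of the study's terms among higher genes. The other 9 splits gave 0 genes at an adjusted p of 0.05, with 22 to 171 genes at an unadjusted p of 0.05. The other 6 splits part only 1 same-numbered pair. For the study's terms among lower genes, 4 of the 4 splits gave as many, since the labelled split gave 0. A share of 1 in 4 or 1 in 10 cannot fall below 0.05, so this comparison alone cannot exclude chance.

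Genes higher in KO were shorter than genes lower in KO. The median log2 fold change was 0.357 in the shortest and -0.192 in the longest of 5 equal groups of genes ranked by length. The mean length of a gene weighted by its counts lay between 3354 and 3488 bases in the WT libraries and between 2925 and 3011 bases in the KO libraries. A GC bias was tested by a GC correction, which kept 95% of the calls at the study threshold. More directly, the median log2 fold change after this correction was still 0.4 in the shortest and -0.176 in the longest group. A few families of short genes were tested by leaving out 390 ribosomal, respiratory chain, keratin, cornified-envelope, S100 and histone genes, and the correlation with length moved only from -0.207 to -0.18. A length bias of the libraries was tested by the length correction, which kept 85.5% of the calls. The correction flattens any trend with length, whatever its source, so this share cannot decide between them, and the trend cannot be told apart from a difference in RNA or library quality between the groups, which may also follow genotype. No biological explanation of the trend was tested. The terms translation, rRNA processing and ribosome biogenesis, which hold short genes, passed among genes higher at an adjusted p of 0.05, and 3 of these 3 terms still passed after the length correction, although the adjusted p for translation went from 6.74e-32 to 3.88e-10. For the study's terms at the study threshold, gene length and expression level were tested with matched lists. With 10000 lists 0 of the 3 terms among higher genes passed. Only after this was seen was it noticed that the smallest p of 1e-04 from such lists, an adjusted p of 0.0128, could not have passed, and the test was then taken to decide nothing. With 100000 lists 3 passed. Among lower genes 0 terms passed to begin with.

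WT replicate 2 departed from the other WT libraries in a few genes. It was at least 4-fold above both in 11 genes with at least 100 counts, compared with 1 such gene for WT replicate 1, 7 for WT replicate 3 and 2, 3 and 10 for the KO libraries. The genes, named after their values were seen, included S100a8 (160 counts against 0 and 1), S100a9 (1263 against 17 and 28), Krt16 (18787 against 209 and 360), Trib3 (195 against 3 and 4), Asns (1387 against 246 and 152) and Mthfd2 (451 against 94 and 81). Of the 11 genes, 6 were higher in KO at an adjusted p of 0.05 (edgeR) and 0 lower. This count depended on the library for which the genes were chosen, since it raised their WT mean. With WT replicate 2 left out, all 11 were higher in KO, with log2 fold changes from 1.33 (Il4i1b) to 12.05 (S100a8). Their adjusted p then ran from 1.52e-06 to 0.0146 (edgeR). Admixture of mutant or epidermal tissue was tested on 99 genes at least 64-fold higher in KO than in the other WT libraries. In 1% of them (S100a9, 22.8%) the excess in WT replicate 2, as a share of the KO level, was comparable to that of Krt16, which was 19.7%, whereas the median excess was 0.059% and that of Krt10 was 0.045%. A mislabelled sample was tested through Rela, which stood at 0.989 of the mean of the other WT libraries, and library size through the totals, with a ratio of 0.9996. A stress response in that animal was tested on 10 other genes, which were Atf4 itself and target genes of Atf4. The 11 outlying genes, Trib3, Asns and Mthfd2 among them, were not in this list, so their own rises did not enter its count. Of the 10 listed genes, 1 (Atf5) was at least 2-fold higher, fewer than had been set beforehand as the sign of such a response. However, the share of all genes at least 2-fold higher was 1.56% and the median ratio of the 10 genes was 1.42, so a weaker response of this kind is left open. The tests of admixture, mislabelling and library size went against those explanations, and what raised these genes in that library was not settled. Without WT replicate 2, the adjusted p of Krt16 in edgeR was 1.52e-06, in a range from 1.52e-06 to 0.17 over its alternatives.

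Goblet cell genes appeared in KO. Muc5ac had 0 counts in each WT library and 141, 15 and 214 counts in KO, and Spdef 3.18, 6.22 and 6.96 counts in WT and 216, 69.9 and 205 in KO. A carry-over of conjunctiva with goblet cells could also raise Krt4 and Krt13, which conjunctiva expresses. KO replicate 2 had 0.085 of the mean Muc5ac level of the other KO libraries, 0.089 for Muc5b, 0.332 for Spdef and 0.465 for Agr2, with a median of 0.211, yet its Krt4 and Krt13 stood at 1.017 of theirs on average. This went against a carry-over in proportion to goblet cells as the source of the Krt4 and Krt13 rise, though it rests on a single library. For the goblet genes themselves, goblet cells within the mutant epithelium and carried-over tissue were not told apart.

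The rise of stroma, vessel and immune genes was set against marker lists written before their own values were seen. The keratocyte list was written later than the fixed lists, for these observations. Stromal tissue carried over with the epithelial sheet was tested on keratocyte and fibroblast genes, and 4 of 4 tested (Dcn, Col1a1, Col5a1 and Thy1) were higher in KO, at no more than 191 counts in any library, and the call for Col1a1 was lost in 4 of 16 alternative fits. The other genes of this list with a count were too low to test, with 2, 4 and 1 counts of Lum and 2, 19 and 19 counts of Col3a1 in KO. The tested genes rose as stromal tissue would give, while the low Lum counts speak against keratocytes as its main part. Immune cells among the epithelial cells were tested on myeloid genes, and 4 of 6 (Adgre1, Csf1r, Lyz2 and Cd14) were higher. Itgam was lower, though its call was lost with the length correction, and Cd68 did not pass (log2 fold change 0.09). Itgam had 5615, 4999 and 6483 counts in WT, where Ptprc had at most 13, and the source of these Itgam reads was not tested. Both explanations remain for Vim, Ptprc and Pecam1. The Y-linked genes Ddx3y and Kdm5d were at or under 3 counts in all 6 libraries. Eif2s3y had 22.8, 22.4 and 24.4 counts in WT and 13.8, 10.02 and 16.3 in KO (adjusted p = 0.0778, edgeR), and was called lower in 3 of 16 alternative fits, with an adjusted p from 0.0191 to 0.266 over its alternatives. Uty had between 23.6 and 42.7 counts in every library (adjusted p = 0.503, edgeR). The counts of these genes were not whole, so their reads were partly shared with other loci, and the sex of the animals was not settled from them.

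The KO libraries held more genes. Genes with at least 10 counts numbered 12582 ± 24.8 in WT and 13309 ± 32.1 in KO (SD, n = 3 per group), and genes at 0 numbered 2430 ± 25.4 and 1557 ± 19.5. Groups did not overlap in 9132 of 13305 tested genes (68.6%), where chance gives 10%.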
